# Inhibition of nuclear factor κB in the lungs protect bleomycin-induced lung fibrosis in mice

**DOI:** 10.1007/s11033-022-07185-8

**Published:** 2022-01-27

**Authors:** Devaang Thakur, Olivia Taliaferro, Madeleine Atkinson, Ryan Stoffel, Rakeshwar S. Guleria, Sudhiranjan Gupta

**Keywords:** NF-κB, Bleomycin, miRNA, Pulmonary, Fibrosis

## Abstract

**Background:**

Pulmonary fibrosis is a debilitating condition with limited therapeutic avenues. The pathogenicity of pulmonary fibrosis constitutes involvement of cellular proliferation, activation, and transformational changes of fibroblast to myofibroblasts. It is a progressive lung disease and is primarily characterized by aberrant accumulation of extracellular matrix proteins in the lungs with poor prognosis. The inflammatory response in the pathogenesis of lung fibrosis is suggested because of release of several cytokines; however, the underlying mechanism remains undefined. A genetic model is the appropriate way to delineate the underlying mechanism of pulmonary fibrosis.

**Methods and results:**

In this report, we have used cc-10 promoter based IκBα mutant mice (IKBM, an inhibitor of NF-κB) which were challenged with bleomycin (BLM). Compared to wild-type (WT) mice, the IKBM mice showed significant reduction in several fibrotic, vascular, and inflammatory genes. Moreover, we have identified a new set of dysregulated microRNAs (miRNAs) by miRNA array analysis in BLM-induced WT mice. Among these miRNAs, let-7a-5p and miR-503-5p were further analyzed. Our data showed that these two miRNAs were upregulated in WT-BLM and were reduced in IKBM-BLM mice. Bioinformatic analyses showed that let-7a-5p and miR-503-5p target for endothelin1 and bone morphogenic receptor 1A (BMPR1A), respectively, and were downregulated in WT-BLM mice indicating a link in pulmonary fibrosis.

**Conclusion:**

We concluded that inhibition of NF-κB and modulation of let-7a-5p and miR-503-5p contribute a pivotal role in pulmonary fibrosis and may be considered as possible therapeutic target for the clinical management of lung fibrosis.

## Introduction

Pulmonary fibrosis, a severe condition resulting from an injury to the lung parenchyma, causes increased proliferation and migration of fibroblasts and excessive accumulation of matrix proteins in the lung [1–3]. It is a progressive lung disease and primarily characterized by deposition of uncontrolled extracellular matrix (ECM) components including collagens, matrix metalloproteinases (MMPs) and tissue inhibitor of matrix proteinases (TIMPS) [4–6]. Fibroblasts play a vital role in fibrotic processes and are regulated by transforming growth factor-β (TGFβ) [7]. During the fibrotic process, the fibroblast becomes activated and transformed into myofibroblast by expressing α-smooth muscle actin (α-SMA or Acta) which is proliferative in nature. The key events of myofibroblast promotes apoptosis and fibrosis [8–10]. The myofibroblast is pivotal in pulmonary fibrosis and is linked to structural alteration caused by remodeling of ECM, eventually leading to tissue stiffness and, impaired lung function [11]. Treatment regimens for pulmonary fibrosis are limited. Therefore, identifying key molecule is required for the development of new targeted therapeutics for pulmonary fibrosis.

Accumulative evidence suggested that pro‐inflammatory and pro‐fibrotic cytokines are significantly involved in the pathogenesis of pulmonary fibrosis [12, 13]. Furthermore, it was suggested that excessive inflammation imparted the growth of fibroblasts in the formation of pulmonary fibrosis [14]. Nuclear Factor kappa B (NF-κB) is a pleiotropic transcription factor which regulates a set of genes responsible for both innate and adaptive immune responses [15, 16]. Apart from its’ vital role in immune modulation, NF-κB contributes a critical role in pathogenesis of many lung diseases including pulmonary fibrosis [17, 18]. We demonstrated previously that inhibition of NF-κB in the lungs using IκBα mutant (IKBM) gene, prevented monocrotaline-induced pulmonary hypertension in mice [19]. The IKBM mouse was made using Club (Clara) cell-10 (cc-10) promoter that drives IκBα mutant gene, an inhibitor of NF-κB. Although cc-10 promoter inhibits NF-κB primarily in airway epithelial cells, the existence of Clara cells was observed in the rodent lungs [20]. Therefore, we used this model to understand the role of NF-κB in lung (pulmonary) fibrosis which is currently unknown.

Recently, a small conserved non-coding RNA designated as microRNAs (miRNAs) were implicated in several vascular pathologies including pulmonary fibrosis [21–25]. Therapeutic strategies based on modulation of miRNA hold a great promise in disease pathology managements. MiRNAs are ~22 nucleotides in length which bind to the 3' untranslated region of specific target genes and suppress/inhibit their translation [26, 27]. Currently, NF-κB-mediated miRNA regulation in lung fibrosis remains unknown. In this conceptual setting, determination of miRNAs will provide new strategies to advance our current understanding of the pathogenesis of lung fibrosis. Although, a recent study has shown a signature of miRNA in bleomycin (BLM)-induced lung fibrosis [28]; a major gap remains in understanding the therapeutic benefits of miRNAs and NF-κB-linked miRNAs during pulmonary fibrosis. Despite significant progress in the understanding of pathological mechanisms of persistent fibrosis, effective therapeutic interventions are yet to be identified.

Here, we investigated whether NF-κB inhibition in the lungs using IKBM mice had any effect in BLM-induced pulmonary fibrosis. The generation of IKBM mouse was described previously [19, 29]. BLM is a cytotoxic agent used to treat cancer and induce inflammatory and fibrotic reactions in lungs mimicking idiopathic pulmonary fibrosis [30]. In this study, we hypothesized that the blocking of NF-κB in the lungs could mitigate BLM-induced lung fibrosis.

We determined the inflammatory and fibrotic gene expressions pattern in BLM-induced wild type (WT) and IKBM mice lungs. We report for the first time that BLM-induced pulmonary fibrosis is associated with NF-κB activation (RelA), upregulation of fibrotic genes, enhanced inflammatory response and altered expression of bone morphogenic protein receptor A (BMPR1A) in WT mice; and all these alterations were prevented in IKBM mice treated with BLM. Furthermore, several dysregulated miRNAs were identified in BLM-induced lung fibrosis and were restored in IKBM mice. Our data suggests that NF-κB-miR-503-5p-Col1A1-BMPR1A axis is an important regulator of pulmonary fibrosis and may serve as a target for promising therapeutic intervention.

## Materials and methods

### Generation of transgenic mice overexpressing the Iκ*B*α* mutant gene (IKBM)*

Generation of the cc-10 promoter driven IKBM mice has been previously described [29]. Age- and sex-matched wild-type (WT) mice of C57BL/6 background served as controls. Eight to ten-week-old mice (~25 g) were used for the experiments. The studies were conducted with the approval of Institutional Animal Care and Use Committee (IACUC) at Baylor University.

### Mouse model of bleomycin-induced pulmonary fibrosis

Eight to ten weeks old littermate WT mice (C57BL/6) and IKBM mice were used in this study. To induce pulmonary fibrosis, bleomycin (Sigma-Aldrich, St Louis, MO) was dissolved in sterile saline at 1 U/ml. After inducing anesthesia with intraperitoneal ketamine (80 mg/kg) and xylazine (15 mg/kg), bleomycin was injected intratracheally at a dose of 1.5 U/kg body weight. Control groups received the same volume of sterile saline only. Groups of 5–8 mice were sacrificed at day 21 after BLM treatment. The lungs were removed, washed with cold PBS and were snap frozen for mRNA and miRNA isolation. The tissue was used for miRNA microarray and real-time PCR analyses.

### Microarray processing and analysis

The miRNA isolation and preparation for MiRNA array were performed as described previously [31]. In brief, miRNA was isolated from the lungs of WT and IKBM mice using miRNeasy Kit (Qiagen, California, USA) as per manufacturer’s instructions. MiRNA array was performed and analyzed by LC Bioscience (Austin, TX, USA). The data was represented as a log_2_ value. Paired t-test or ANOVA were performed to find statistically significant differences between the groups and *P* < 0.05 was considered significant. The miRNA array data is MIAME compliant and was submitted to the gene expression omnibus (GEO) server at NCBI vide GEO no GSE155823.

### RNA extraction and quantitative real-time polymerase chain reaction (qRT-PCR)

RNA was extracted from the lungs of WT, IKBM, WT + BLM and IKBM + BLM mice using RNEasy kit (Qiagen, Valencia, CA, USA), following the manufacturer’s instructions. The qRT-PCR was performed as described previously [32, 33]. All primers used in the study were purchased from OriGene Technologies Inc. (Rockville, MD, USA) and follow manufacturer’s instruction for primer dilution and PCR amplification cycle.

### Statistical analysis

All experiments were performed using at least three to five separate mice lung tissue samples for each group. The RT-PCR analyses were performed in triplicates for each sample. All experiments were performed at least three times for each determination. Data was expressed as the means ± SE and was analyzed using one-way ANOVA using Prism 5.0 GraphPad software (GraphPad, San Diego, CA). *P* < 0.05 was considered as significant.

## Results

### BLM-induced lung fibrotic genes are prevented in IKBM mice

The mRNA expression of several fibrotic genes, Col1A1, CTGF, MMP2, Acta2 and TGFβ1 was increased by 3.15 ± 0.83-, 1.74 ± 0.24-, 2.3 ± 0.19-, 1.91 ± 0.36 and 3.44 ± 0.39 (*P* < 0.05)-fold, respectively, in lungs of BLM-treated WT mice, compared with the untreated WT mice (Fig. 1A–E). The BLM-treated IKBM mice showed a significant down regulation of these genes, compared with BLM-treated WT mice (Col1A1, 1.31 ± 0.04, CTGF, 0.67 ± 0.15, MMP2, 1.14 ± 0.08-, Acta 2, 0.64 ± 0.07 and TGFβ1, 1.15 ± 0.2; *P* < 0.05) (Fig. 1A–E).

**Fig. 1:**
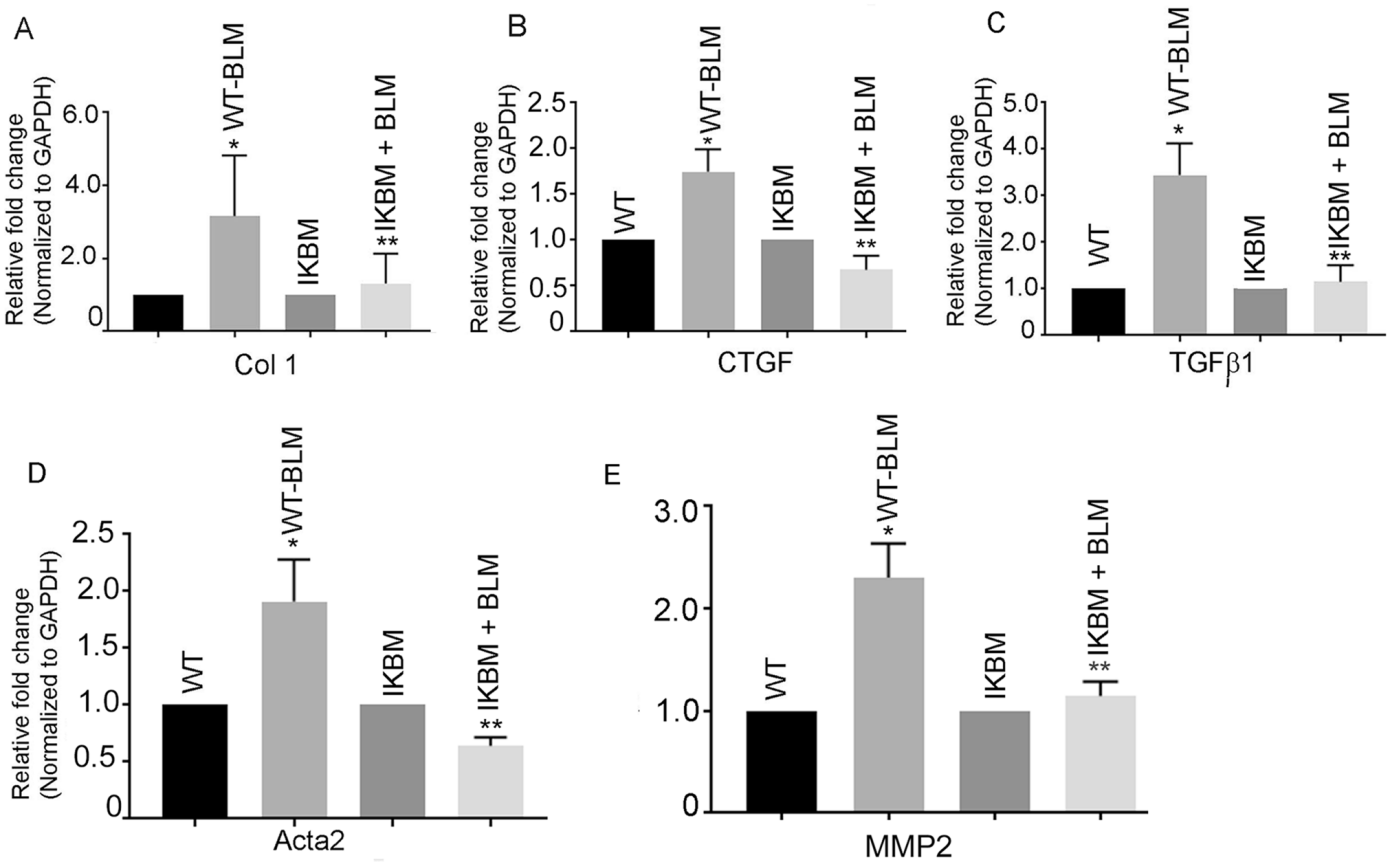
BLM-induced fibrotic genes are prevented in IKBM mice. The mRNA expression of fibrotic genes: Col A1a (**A**), CTGF (**B**), Tgfβ1(**C**), Acta2 (**D**) and MMP2 (**E**) in BLM-treated WT and IKBM mice was determined by quantitative RT-PCR. Data are expressed as means ± SE from 3 independent mice. *P < 0.05 compared with the WT mice. **P < 0.05 compared with the WT-BLM mice

### BLM-induced inflammatory cytokines and RelA were prevented in IKBM mice

The mRNA expression of proinflammatory cytokine genes; IL6, IL1β and RelA were increased by 2.52 ± 0.31-, 2.32 ± 0.06 and 3.01 ± 0.5 (*P* < 0.05)-fold, respectively, in the lungs of BLM-treated WT mice, compared with the untreated WT mice (Fig. 2A–C). The BLM-treated IKBM mice showed significant downregulation of the above genes, compared with the BLM-treated WT mice (1.30 ± 0.6-, 1.46 ± 0.25- and 0.91 ± 0.17-fold, *P* < 0.05, respectively (Fig. 2A–C).

**Fig. 2:**
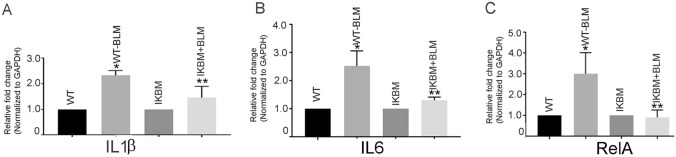
BLM-induced proinflammatory genes are prevented in IKBM mice. The mRNA expression of proinflammatory cytokine IL1β (**A**), IL6 (**B**), and RelA (**C**) in BLM-treated WT and IKBM mice was determined by quantitative RT-PCR. Data are expressed as means ± SE from 3 independent mice. *P < 0.05 compared with the WT mice. **P < 0.05 compared with the WT-BLM mice

### BLM treatment alters the expression of BMPR1A, Cav1, Edn1 and PECAM1 genes in the lungs

The mRNA expression of BMPR1A, Cav1 and Edn1 genes were reduced by 0.27 ± 0.04, 0.18 ± 0.804 and 0.95 ± 0.1-fold (*P* < 0.05), respectively, in BLM-treated WT mice, compared to untreated WT mice. The reduction of BMPR1A, Cav1 and Edn1 were restored in BLM-treated IKBM mice, compared with the BLM-treated WT mice (1.36 ± 0.12, 0.35 ± 0.01 and 0.29 ± 0.04, *P* < 0.05) (Fig. 3A–C). The restoration of these genes in IKBM group imply their regulation by NF-κB. Additionally, we have determined the expression of PECAM 1 gene. Our data showed an increase of 2.96 ± 0.40-fold in BLM-treated WT mice compared with the untreated WT mice (Fig. 3D). The IKBM mice showed a significant reduction of PECAM1 by 1.5 ± 0.27-fold (*P* < 0.05) compared to WT-BLM mice.

**Fig. 3:**
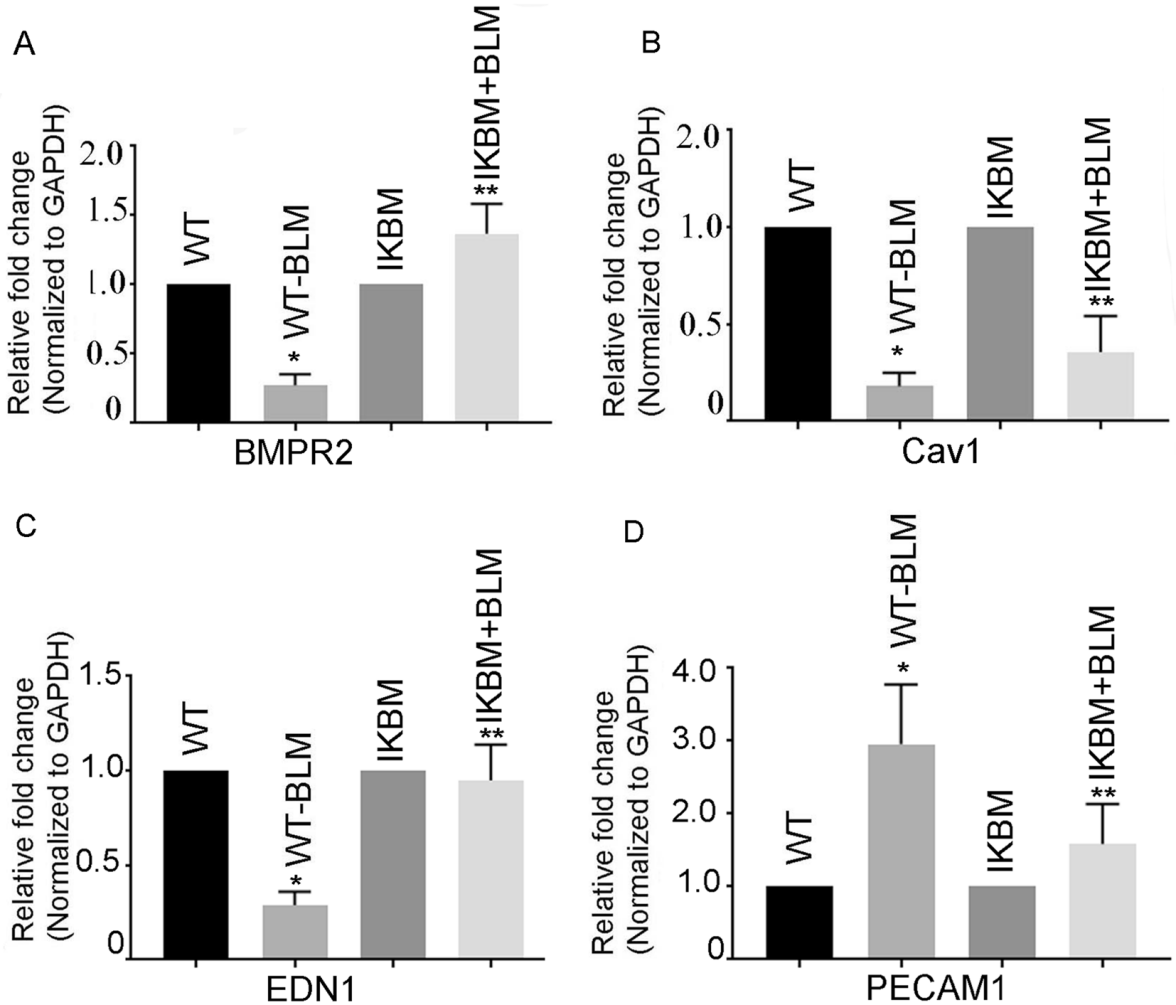
BLM-induced reduction of BMPR2, Cav1 and Edn1 are restored in IKBM mice. The mRNA expression of BMPR2 (**A**), Cav1 (**B**) and Edn1 (**C**) and PECAM1 (**D**) in BLM-treated WT and IKBM mice was determined by quantitative RT-PCR. Data are expressed as means ± SE from 3 independent mice. *P < 0.05 compared with the WT mice. **P < 0.05 compared with the WT-BLM mice

### Effect of expression of apoptotic gene in BLM-induced lung fibrosis

Expression of the pro-apoptotic Bcl_2_ family gene, Bak is increased by 2.31 ± 0.30-fold in BLM-treated WT mice, compared with the untreated WT mice. The expression of Bak was reduced to 1.17 ± 0.11 (*P* < 0.05) in the BLM-treated IKBM mice (Fig. 4).

**Fig. 4:**
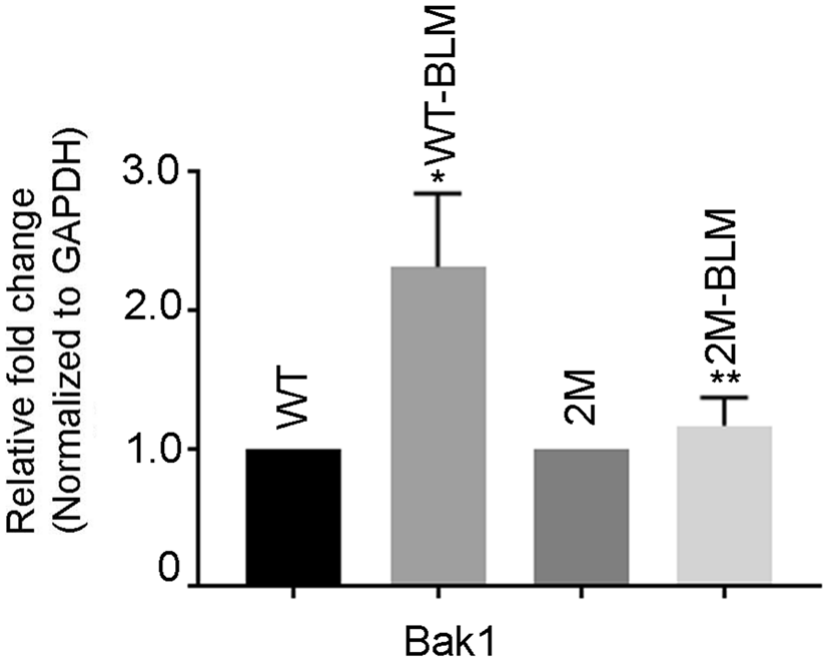
BLM treatment alters the expression of apoptotic family gene, Bak1 in the lung. The mRNA expression of pro-apoptotic gene Bak1 in BLM-exposed WT and IKBM mice were determined by quantitative RT-PCR. Data are expressed as means ± SE from 3 independent mice. *P < 0.05 compared with the WT mice. **P < 0.05 compared with the WT-BLM mice

### MiRNA profiling in the lungs of BLM-treated WT and IKBM mice

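Lung RNA from 3 untreated WT mice, which received saline, and from 3 WT-BLM mice, which received bleomycin (BLM) at 1.5 U/kg into the trachea, was hybridized to 6 miRNA arrays, 1 mouse per array, at day 21. BLM is a drug that injures the lung and is used to induce fibrosis in mice. Arrays of IKBM mice were not analysed here. Small RNAs were tailed, tagged and stained with a dye by the array service, and the authors deposited the median intensity of every spot before background subtraction and normalization. They also deposited a table of their own background-subtracted and normalized intensities on a linear scale. For the values given here, the background of the spot intensities was corrected by the normexp method of limma with an offset of 50, control spots were removed, and the log2 intensities were quantile normalized between arrays. Both spots of a probe were then averaged. A probe was called detected on an array when its mean intensity exceeded the median of the empty spots by more than 3 times their SD, and probes detected on at least 3 of the 6 arrays were tested. The number of detected probes was 327, 270 and 132 in untreated WT mice 1, 2 and 3, and 176, 348 and 365 in WT-BLM mice 1, 2 and 3. The SD of the empty spots was 59.3 on the array of untreated WT mouse 3 and 45.2 on that of WT-BLM mouse 1, against 8.01 to 18.1 on the others. Fewer probes passed on these 2 arrays. On that of untreated WT mouse 3 the signal was lower too, with a median of 129 above the empty spots over the tested probes, against 224 to 282 on the others. Groups of 3 mice limit the precision of every comparison, and an exact two-sided permutation test of 3 against 3 mice cannot give a p under 0.10.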

MiRNA profiling analyses were performed using lungs of WT and IKBM mice treated with and without BLM by LC Sciences, Houston, TX. 

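Each array held 5022 spots. Of these, 3926 carried 1963 probes for mature mouse miRNAs, each probe on 2 spots. A further 800 spots were empty controls, 276 measured spiked-in RNAs and 20 held control sequences. Of the 1963 miRNA probes, 275 passed the detection filter, 116 were detected on all 6 arrays and 1462 were detected on none. Among the 275 probes, both spots of a probe differed by more than 1 on the log2 scale for 4 and 12 probes on the arrays of WT-BLM mouse 2 and untreated WT mouse 2, and for 26 to 50 probes on the other arrays.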

The arrays are based on Sanger miR Base release 14.0 databases. Color and spot diameter depicted information about mean expression level and percent detected were shown in the heat maps. For two-color experiments, the ratio of the two sets of detected signals (log_2_ transformed, balanced) and, the p values of the t-test were calculated (Fig. 5A). 

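The labels give 1 dye for all 6 arrays, so that each array measured 1 mouse and no ratio was formed within an array. The paper's methods name a paired t-test or ANOVA for the arrays, and its results name a t-test without its form. On the log2 intensities of the 275 detected probes, the methods' paired t-test gave 9 miRNAs with an unadjusted p under 0.05 and 19 with an unadjusted p under 0.10, with mice paired by their number only. Without pairing the t-test gave 7 and 13. None had an adjusted p under 0.05 after Benjamini-Hochberg correction. On the authors' own normalized intensities the test gave 10 and 18 of these 275 probes with pairing and 6 and 14 without. When the test without pairing was extended to all miRNA probes that varied, dim ones included, 74 and 136 of 1933 probes fell under these limits on the authors' intensities, and again none after correction.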

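In the limma comparison of WT-BLM with untreated WT lungs, none of the 275 detected miRNAs had a Benjamini-Hochberg adjusted p under 0.05. At an unadjusted p under 0.05 there were 5 miRNAs, where chance alone gives 13.75, and at an unadjusted p under 0.10 there were 12, where chance gives 27.5. All 12 were higher in WT-BLM lungs, but under scaling of the arrays to the 75th percentile only 4 of 10 were, with the median log2 fold change of all 275 miRNAs at -0.11 in place of 0.04. Among alternatives that kept the same 275 probes and all 6 arrays, array weights, chosen after the data had been seen, moved these counts most, to 14 and 25. Without the filter on dim probes more probes were tested, and 46 and 120 of 1963 fell under the limits. None did after correction in either case. The array of untreated WT mouse 3 also moved them, since 20 and 38 miRNAs fell under the limits without it. Of these, 7 of the 20 and 19 of the 38 were higher in WT-BLM lungs. Without the filter, 71 of the 120 were higher. Of the 14 miRNAs of Table 1, 8 were among the detected probes, and 7 of these 8 changed in the direction of Table 1. Adjusted over the list alone, 0 of the 8 had a p under 0.05, and the list was chosen by the study on these same mice. The log2 intensity of miR-146b-5p was 9.14 ± 0.21 (SD, n = 3 mice) in untreated WT and 9.91 ± 0.43 in WT-BLM lungs, a log2 fold change of 0.77 (standard error 0.28). For miR-34a-5p the log2 fold change was 0.57 (standard error 0.23) and for miR-199a-5p it was 0.40 (standard error 0.23). The level of miR-30e-5p fell by 0.23 on the log2 scale (standard error 0.21). Without normalization between arrays the log2 fold change of miR-30e-5p was only -0.025. The probes for miR-6538 and miR-19a-3p were each detected on only 1 of 3 untreated WT and 2 of 3 WT-BLM arrays, so that the size of their fitted log2 fold changes depends on the offset. These were 0.49 and -0.18 with an offset of 50, and 0.64 and -0.26 with an offset of 16. For 6 of the 8 miRNAs the groups did not overlap, which is the smallest result that 3 against 3 mice allow (exact permutation test, two-sided p = 0.10). Over all 275 miRNAs, 13 had groups without overlap, or 4.73%, where chance gives 10%. The adjusted p was 1 for each of the 8. With reference to Table 1, the paper states that several miRNAs were dysregulated in the WT-BLM group.

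**Figure D1:**
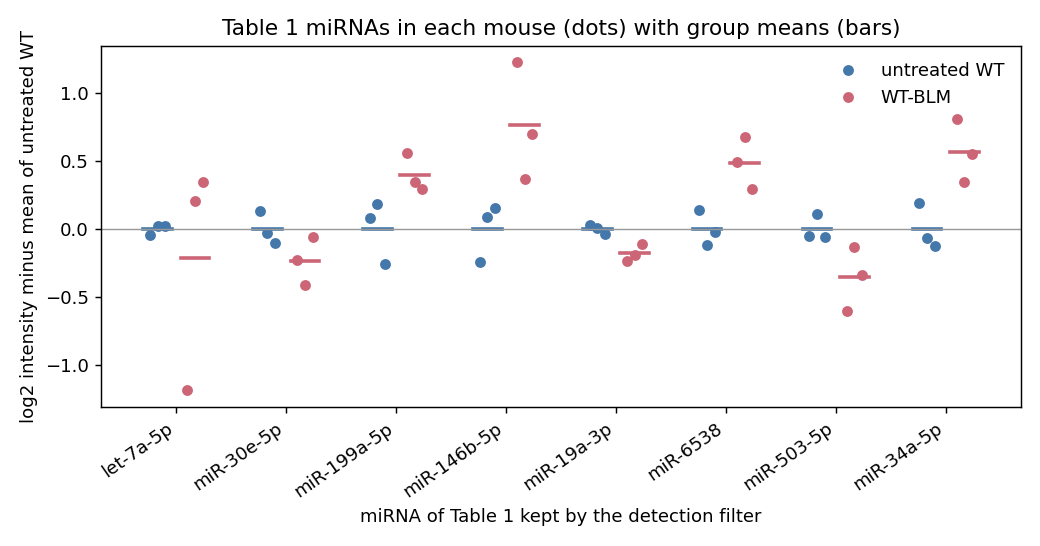
Log2 intensity of the 8 detected Table 1 miRNAs in each mouse, as the difference from the mean of the 3 untreated WT mice. Dots are single mice, 3 per group, and short bars are group means; for let-7a-5p and miR-30e-5p the groups overlap.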

Our analysis revealed several novel dysregulated miRNAs in the lungs of WT-BLM group, compared to the untreated WT mice (Table 1).

**Fig. 5:**
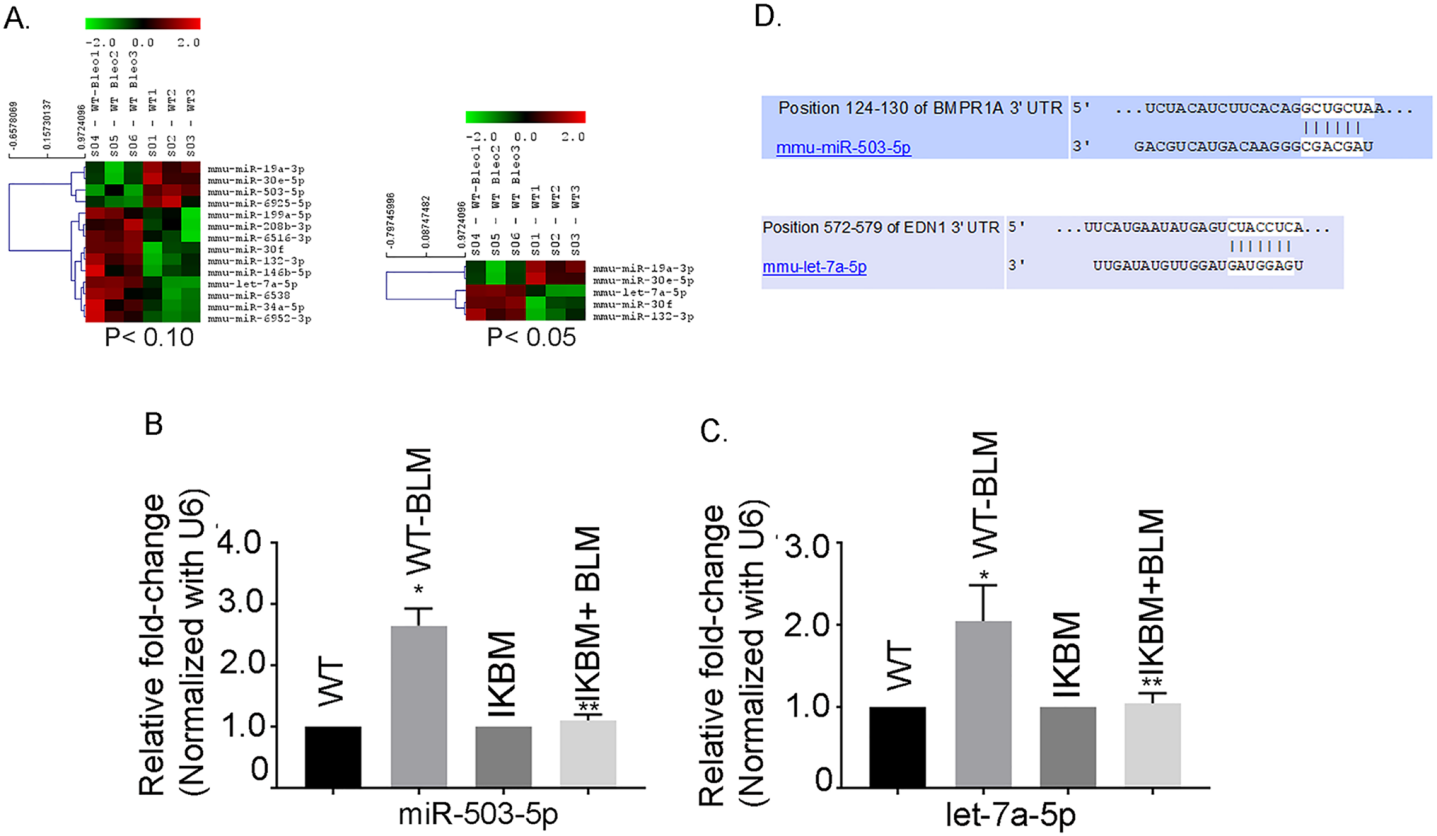
Heat map showing the expression of dysregulated miRNAs in WT and BLM treated mice lungs. **A** MiRNA microarray data was prepared using data from the miRNA microarray performed using samples from WT and BLM treated mice lungs and compared with untreated WT mice lungs. The signal difference (log2) is plotted versus the level of statistical significance (2log10 p-value). Color and spot diameter depicted information about mean expression level and percent detected, respectively, in static plots. **B** Validation of miRNAs in the lungs of WT and BLM treated mice. The mature miR-503-5p (**B**) and let-7a-5p (**C**) expressions were determined by qRT-PCR. U6 was used as an internal control. Data are expressed as means ± SE from 3 independent mice. *P < 0.05 compared with the WT mice. **P < 0.05 compared with the WT-BLM mice. **D** BMR1A and Edn1genes are the target for miR-503-5p and let-7a-5p. An alignment between BMPR1A and miR-503-5p as predicted by TargetScan 7.2 and miRBase analyses as shown in the upper panel by vertical bars. The sequence alignment of putative miR-503-5p and its targeting site on 3’-UTR of BMPR1A shows a high level of complementarity. An alignment between Edn1 and let-7a-5p as predicted by TargetScan 7.2 and miRBase analyses as shown in the bottom panel by vertical bars. The sequence alignment of putative let-7a-5p and its targeting site on 3’-UTR of Edn1 shows a high level of complementarity

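The other 6 miRNAs of Table 1 were too dim for the detection filter. Of these, miR-6952-3p was detected on no array. The probes for miR-132-3p, miR-30f, miR-6516-3p and miR-208b-3p were each detected on 2 of 3 WT-BLM arrays and on no untreated WT array, and miR-6925-5p on 2 of 3 untreated WT arrays and on no WT-BLM array. The limit differs between arrays with the SD of their empty spots, 14.3, 18.1 and 59.3 in untreated WT and 45.2, 15.0 and 8.01 in WT-BLM mice. These patterns may in part reflect the limits. For miR-6516-3p and miR-208b-3p the log2 intensities of the groups overlapped. Where a probe was not detected on any array of a group, the brighter group was set against the lowest signal among detected probes on each array, or the probe's own signal where that was higher. This gave a level of miR-30f at least 1.11-fold higher in WT-BLM lungs and a level of miR-6925-5p at least 1.04-fold higher in untreated WT lungs, and no fold for the others. In the authors' normalized intensities, miR-6952-3p stood at 3, 2 and 2 in untreated WT mice and at 33, 11 and 7 in WT-BLM mice. In the same table miR-30f was 26.3 ± 7.23 (SD, n = 3) in untreated WT and 63.7 ± 4.62 in WT-BLM lungs, and miR-132-3p was 18.3 ± 3.51 and 30.7 ± 4.04.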

**Table 1:** .

Rpter Index	Reporter Name	p-value	Group 1	Group 2	Log2 (G2/G1)
			WT-Bleo	WT	
			Mean	Mean	
3	mmu-let-7a-5p	2.94E-02	25,838	20,539	− 0.33
106	mmu-miR-30e-5p	4.34E-02	7604	8986	0.24
292	mmu-miR-199a-5p	8.98E-02	1091	863	− 0.34
223	mmu-miR-146b-5p	9.94E-02	811	481	− 0.75
183	mmu-miR-132-3p	2.50E-02	31	18	− 0.74
52	mmu-miR-19a-3p	3.11E-02	25	35	0.51
107	mmu-miR-30f	3.85E-02	64	26	− 1.29
1424	mmu-miR-6952-3p	5.90E-02	17	2	− 2.89
1301	mmu-miR-6538	6.16E-02	104	54	− 0.95
640	mmu-miR-503-5p	6.39E-02	61	98	0.68
1297	mmu-miR-6516-3p	8.36E-02	34	19	− 0.86
115	mmu-miR-34a-5p	9.31E-02	288	175	− 0.72
317	mmu-miR-208b-3p	9.48E-02	43	24	− 0.84
1371	mmu-miR-6925-5p	9.97E-02	19	41	1.12

### Validation of NF-κB-dependent miRNAs in BLM-induced lung fibrosis mouse model

The miR-503-5p and let-7a-5p expression were determined in the WT and IKBM mice lungs treated with BLM. The qRT-PCR analysis demonstrated a 2.65 ± 0.16-fold and 2.05 ± 0.25-fold increase in miR-503-5p and let-7a-5p, respectively (Fig. 5B, C); in the lungs of WT + BLM mice compared to untreated WT mice (*P* < 0.001). The expressions of both miRNAs were significantly reduced in BLM-treated IKBM mice (1.11 ± 0.05 and 1.04 ± 0.07) compared to WT + BLM treated mice (*P* < 0.05), indicating the regulation of miR-503-5p by NF-κB (Fig. 5 B, C).

To identify putative binding sites of miR‐503-5p in the 3′‐UTR, we used the miRNA target predicted search engine, TargetScan 7.2. As shown in miRNA: messenger RNA alignment analysis, 3′‐UTR of BMPR1A gene contained miR‐503-5p binding sites which were highly conserved among different species (Fig. 5D). The 7-mer sits on 128–134 nucleotide region of BMPR1A 3′UTR region. 

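The mature miR-503-5p, whose target sequence on the array is UAGCAGCGGGAACAGUACUGCAG, was detected in 2 of 3 untreated WT and 2 of 3 WT-BLM lungs. Its log2 intensity was 7.42, 7.58 and 7.41 in the untreated WT mice and 6.87, 7.34 and 7.13 in the WT-BLM mice. Thus every WT-BLM mouse was below every untreated WT mouse (exact permutation test, two-sided p = 0.10). On the array of untreated WT mouse 3 the spots of the probe were discordant, at 100 and 42.4 above the empty spots. The narrow gap between that mouse and WT-BLM mouse 2 is therefore not secure. In the limma model the level fell by 0.36 on the log2 scale (standard error 0.22, unadjusted p = 0.15, adjusted p = 1), which is within the error of the comparison even before adjustment. Leaving out each mouse in turn kept the log2 fold change between -0.46 and -0.24. Over the alternatives that kept every mouse it lay between -0.69 and -0.24. In the authors' normalized intensities miR-503-5p was 97.7 ± 6.43 (SD, n = 3) in untreated WT and 61.3 ± 13.6 in WT-BLM lungs. Of the cluster of miR-322 and miR-503, the miRNAs encoded next to miR-503, 5 members were detected. Their median log2 fold change was -0.29, and 4 of 5 were lower in WT-BLM lungs, with miR-322-5p higher at 0.25 (fry set test, adjusted p = 0.19). Without the filter on dim probes the median of 13 members was 0.016, but each member added was detected on at most 1 of 6 arrays. The offset shrinks the fold changes of such probes, so that this median does not decide the direction of the cluster, which rests on 5 members.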

Our analysis of upregulation of miR-503-5p as shown in Fig. 5A and downregulation of BMPR1A as shown in Fig. 3A suggested a potential link between these molecules. Our data also demonstrated an upregulation of let-7a-5p shown in Fig. 5C and down regulation of Edn1 shown in Fig. 3C suggested a potential connection between them.

## Discussion

Our results demonstrate for the first time that inhibition of NF-κB in the lungs attenuated BLM-induced lung fibrosis. The mechanism is likely to be associated with restoration of BMPR1A-Acta2-Col I-axis molecules and, inhibition of the inflammatory response. Additionally, miRNA array analysis revealed the involvement of the novel miRNAs, miR-503-5p and let-7a-5p in BLM-induced lung fibrosis. 

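The mature let-7a-5p, with the target sequence UGAGGUAGUAGGUUGUAUAGUU, was detected on all 6 arrays. Its log2 intensity was 14.48, 14.54 and 14.54 in the untreated WT mice and 13.33, 14.73 and 14.87 in the WT-BLM mice. The log2 fold change was -0.21 (standard error 0.41, adjusted p = 1 in limma), and the groups overlapped (exact permutation test, two-sided p = 1). This value rests on WT-BLM mouse 1, where one spot of the probe read 3542 above the empty spots and the other 23218. The spread of brightness within the dim spot was 34.7% of its intensity, against 2.41% to 9.04% in the 11 other let-7a-5p spots. Without WT-BLM mouse 1 the log2 fold change was 0.27, and without normalization between arrays it was 0.12. In the authors' normalized intensities let-7a-5p was 20539 ± 1420 (SD, n = 3) in untreated WT and 25838 ± 456 in WT-BLM lungs, without overlap between the groups (exact permutation test, two-sided p = 0.10). The array held 11 members of the let-7 family, all detected, and probes for such similar sequences can bind one another's miRNAs. For example, let-7c-5p differs from let-7a-5p by A19G, counted from the 5′ end with the base of let-7a-5p first. Of the 11 members, 10 were higher in WT-BLM lungs, between 0.08 and 1.10 on the log2 scale, with a median over all 11 of 0.37 (fry set test, adjusted p = 0.084 over 2 sets).

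**Figure D2:**
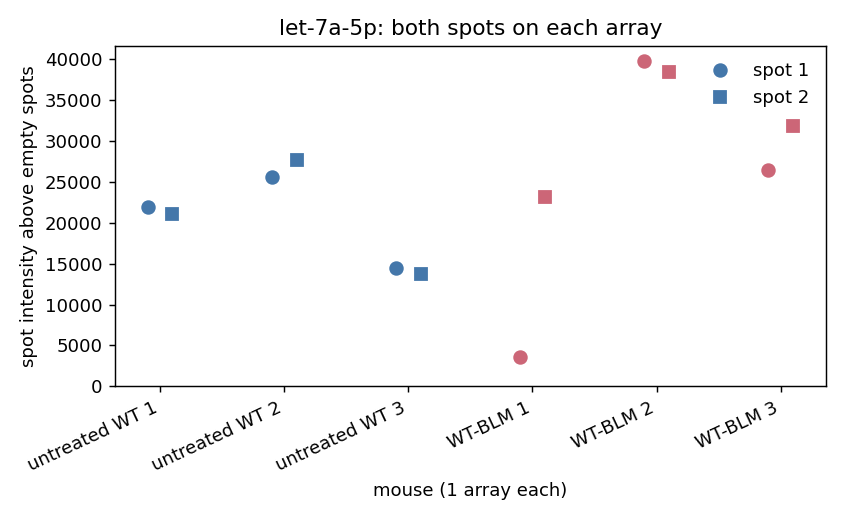
Intensity of both let-7a-5p spots on each of the 6 arrays, after subtraction of the median of the empty spots, with untreated WT mice in blue and WT-BLM mice in red. Circles are the first and squares the second spot; on the array of WT-BLM mouse 1 the first spot reads 3542 and the second 23218.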

There are few reports indicating that inhibition of NF-κB is effective in pulmonary fibrosis. However, there is no report showing a direct link between genetic blockade of NF-κB in the lungs and pulmonary fibrosis [34–36]. This report provides for the first time that the genetic inhibition of NF-κB in the lungs prevents the BLM-induced lung fibrosis.

Our study evaluated the hallmark genes for fibrosis like Col1A1, Acta2, CTGF, MMP2 and TGFβ1, which are critical in extracellular matrix (ECM) deposition, a key process in fibrosis. All the above genes are significantly reduced in IKBM mice challenged with BLM indicating that they are regulated by NF-κB. It is reported that CTGF has NF-κB binding element in the promoter region, and this may suggest a direct regulation of CTGF by NF-κB [37]. The regulation of Col1A1 by NF-κB may involve the interaction with other transcription factors binding sites that were present in Col1A1 promoter since Col1A1 promoter did not show any NF-κB binding element [38]. Also, our study showed a significant increase in TGFβ1 mRNA expression. It is known that TGFβ has many physiological functions which are associated with airway remodeling and fibrosis and is a triggering factor for ECM deposition [39]. The TGFβ pathway is pivotal in the pathogenesis of lung fibrosis [40]. It has been reported that deletion of the TGFβ receptor type II is protective against BLM-induced pulmonary fibrosis in mice [41]. Moreover, TGFβ activation triggers fibroblast activation leading to the formation of myofibroblast by irreversible acquisition of alpha-smooth muscle actin, Acta2 protein, another important player in fibrosis [42]. Differentiation of lung fibroblasts to myofibroblasts is a key event in the pathogenesis of several fibrotic diseases including pulmonary fibrosis [43]. Our study shows that inhibition of NF-κB in the lungs significantly reduced Acta2 expression in BLM treated IKBM mice indicating an effective therapeutic approach for the treatment of pulmonary fibrosis.

NF-κB is a key regulator of inflammatory response. The transcription of many inflammatory cytokines, such as TNFα, IL6, IL1β and TGFβ, are vital in development of lung fibrosis [44, 45]. Our data showed that both IL1β and RelA was significantly reduced in BLM-induced IKBM mice indicating a NF-κB-mediated regulation. Activation of inflammatory molecules particularly TNFα and TGFβ promotes inflammation; damaging ECM protein components and triggering myofibroblast differentiation that leads to the development of lung fibrosis [46, 47].

Bone morphogenic proteins are the member of TGFβ family members and contributed a critical role in pulmonary hypertension, a proliferative vascular disease [19, 48, 49]. But the role of BMPR1A in BLM-induced pulmonary fibrosis is currently unknown. Previously, we have shown that monocrotaline-induced pulmonary hypertension was attenuated in IKBM mice by restoring BMPR2 (in part) indicated NF-κB- mediated regulation [19]. The current study also showed a significant reduction in BMPR2 in BLM-induced pulmonary fibrosis and was restored in IKBM mice indicating a NF-κB-mediated regulation. There is a report for inappropriate NF-κB signaling in BMPRII-deficient pulmonary arterial smooth muscle cells and increased IL6 secretion [50]. Our data also revealed a significant increase in IL6 expression that was reduced in IKBM mice which may correlate an association between BMPR1A-IL6 and NF-κB in pulmonary fibrosis.

Furthermore, the study revealed an upregulation of Acta2 in BLM treated WT mice which was reduced in IKBM mice. The phenomenon of endothelial-to-mesenchymal transition (EndoMT) is critical in lung fibrosis [51–53] which is characterized by acquiring mesenchymal phenotype, such as α-SMA (Acta2). This is the first report showing NF-κB regulated this critical phenotypic switch in the pathogenesis of pulmonary fibrosis. The study also showed Cav1, a highly expressed membrane protein in the lungs, is downregulated in BLM-induced pulmonary fibrosis. The Cav1 contributes an essential role in tissue repair and fibrosis by modulating ECM turnover [54]. Furthermore, Cav1 is shown to be a critical regulator of idiopathic lung fibrosis [55]. Our data is consistent with a previous observation that reduced Cav1 promotes fibrosis [55]. This new finding shows that restoration of Cav1 in IKBM mice suggest a potential connection between NF-κB and Cav1 in lung fibrosis which is unknown but needs further investigation.

Finally, we have identified a panel of dysregulated miRNAs in BLM-treated WT mice and the current study validated let-7a-5p and miR-503-5p as potential miRNAs in pulmonary fibrosis. Interestingly, these two miRNAs were upregulated in BLM treated WT group and were reduced in BLM treated IKBM group suggested a possible regulation by NF-κB. Modulation of miRNA is suggested to be a possible therapeutic target in several fibrotic diseases including pulmonary fibrosis [21–25, 56]. Previously, we have demonstrated NF-κB-mediated miR-130a regulation in TGFβ1 stimulated lung microvascular remodeling [33]. However, the association between let-7a-5p, miR-503-5p and NF-κB in pulmonary fibrosis is unknown. Our study provides evidence for the first time that let-7a-5p and miR-503-5p may be regulated by NF-κB. Furthermore, bioinformatic tool for miRNA target analysis showed that miR-503-5p has potential target for BMPR1A. Downregulation of BMPR1A and upregulation of miR-503-5p in BLM treated WT mice may suggest a possible underlying mechanism of pulmonary fibrosis. The identification of miR-503-5p and let-7a-5p along with their target genes are preliminary observations documented in the current form of the study. Further research is underway to delineate detail mechanism in pulmonary fibrosis.

In conclusion, our study identifies the importance of NF-κB-miR-503-5p-Col1A1-BMPR1A- axis and provide new mechanistic information in BLM-induced lung fibrosis. The cytokine released followed by EndMT provide new insights for the progression of lung fibrosis. Our data further suggests that let-7a-5p and miR-503-5p play a critical role in lung fibrosis and may be considered as possible therapeutic targets.

## Data Availability

Data will be made available on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

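Lung miRNA was measured on 6 one-dye arrays, from 3 untreated WT mice given saline and 3 WT-BLM mice given 1.5 U/kg BLM, at day 21. The samples were assigned to groups from the sample labels. Arrays of IKBM mice were not analysed here.

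The authors deposited the median intensity of each spot, together with the spread of brightness within the spot, before background subtraction and normalization. They also deposited a table of intensities that were background-subtracted, normalized between arrays and rounded to whole numbers, with 1 value per probe. The paper's text calls the signals balanced and log2 transformed but names no normalization method, and the values in the table are linear. A comparison with the spot intensities set this scale: over the 116 probes detected on all 6 arrays, log2 of the authors' values and the log2 values computed here had a correlation across probes of 0.974 to 0.996 on each array, where probes are not independent replicates. The median of the authors' values over all miRNA probes was 4 on 5 of the arrays and 3 on that of untreated WT mouse 3. The group means of that table, rounded to whole numbers, equal 26 of the 28 means printed in Table 1. 

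The spot intensities were processed in R 4.3.3 with limma 3.58.1. Normexp background correction with an offset of 50 was fitted on all spots, after which control spots were left out, miRNA spots were quantile normalized on the log2 scale and both spots of a probe were averaged. The files have no detection or outlier column. A probe was therefore taken as detected where its mean intensity exceeded the median of the 800 empty spots by 3 times their SD, and the 275 of 1963 probes detected on at least 3 arrays were tested with lmFit and eBayes, with Benjamini-Hochberg adjustment. The median of the empty spots lay between 49.5 and 155 on the 6 arrays. Fold changes are given as WT-BLM over WT, while Table 1 prints the opposite ratio. An offset of 50 shrinks the fold changes of dim probes. Gene names are the miRNA names in the files; the neighbours of miR-503 were looked up in a RefSeq gene table of the mouse assembly GRCm38.p6, whose coordinates were not used because the files name no assembly. It lists 6 miRNA genes near Mir503 and 2 genes for let-7a.

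The miRNAs named in the text follow a rule set before the data were examined. They are those of Table 1, miR-130a, the 10 largest changes with an adjusted p under 0.05 and no overlap between the groups or, as none passed, the 5 miRNAs with the smallest unadjusted p, members of the let-7 family and the cluster of miR-322 and miR-503 that go against their set, and a fixed list of 12 miRNAs (miR-21a-5p, miR-29a-3p, miR-29b-3p, miR-29c-3p, miR-155-5p, miR-200a-3p, miR-200b-3p, miR-200c-3p, miR-30a-5p, miR-30b-5p, miR-30c-5p and miR-30d-5p). The 2 sets were tested with fry.

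The steps were tested on simulated data, in 20 simulated experiments of 6 arrays. Every probe was given the same SD between mice, 0.37, the median over the real probes. Unequal spread between probes and discordant spots were not built in. The background noise was drawn with the robust SD of the empty spots, which is smaller than the SD used for detection. When 60 of the 275 probes were changed by 2 on the log2 scale, 90.8% of the changed probes were called in the comparison of WT-BLM with WT and 7.24% of the calls were false, above the adjusted p limit of 0.05. The median size of the changes came out as 1.48, since the offset shrinks them. The planted change of 2 exceeds the log2 fold changes of the miRNAs named here, so that the share recovered does not give the power at their sizes. With no change, 1 probe was called over the 20 simulations, and the let-7 set test gave a p under 0.05 in 3 of 20.

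Other normalizations, background corrections, offsets, filters on dim probes, summaries of spots, tests and the authors' own values were tried, and each mouse was left out in turn. Of the alternatives, 20 were chosen before the data were examined and 6 after. The files give no slide or scan, so that no batch was tested.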

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

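The tests of spots reported in this part were chosen after the results had been seen, as was the use of other normalizations to test the miRNAs below. The normalizations themselves were set before the data were examined, and so was the count over other splits of the mice.

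Outside Table 1, miR-148b-3p, miR-6238 and miR-6937-5p were higher in every WT-BLM mouse than in every untreated WT mouse in the log2 intensities computed here, with an unadjusted p under 0.05 in limma. The paper does not report them. The log2 fold changes were 0.73 for miR-148b-3p and 0.80 for miR-6238 (standard errors 0.23 and 0.26), and the adjusted p was 1 for all 3. The probe for miR-6937-5p was detected on no untreated WT array, so that its fitted value of 0.73 depends on the offset (1.01 with an offset of 16) and is no measured fold. Set against the lowest signal among detected probes, its level in WT-BLM lungs comes to at least 1.11-fold higher, but this bound includes a bright spot on the array of WT-BLM mouse 1 whose partner was dim, and is therefore not secure. In the authors' normalized intensities the groups overlapped for 2 of the 3. For miR-6937-5p these were 19, 25 and 13 in untreated WT mice and 9, 76 and 41 in WT-BLM mice, and for miR-148b-3p 197, 295 and 190 against 325, 254 and 355. On these values with an offset, limma gave miR-148b-3p a log2 fold change of 0.39 with an unadjusted p above 0.05, and miR-6238 one of 0.87 with an unadjusted p under 0.05. An unadjusted p under 0.05 was reached by 5 miRNAs, and all 10 splits of the 6 mice into groups of 3, the real one included, gave at least 5. Chance therefore cannot be excluded for any of the 3, and 10 splits are too few to exclude it in this design.

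For miR-148b-3p, a technical explanation has the values it needs. The second of its 2 spots was dim on the arrays of untreated WT mice 1 and 2, and with discordant spots left out the log2 fold change dropped to 0.27. For miR-6238 the same test left 0.67 with an unadjusted p still under 0.05, which argues against discordant spots as the whole cause. For miR-6937-5p it left 0.44 with an unadjusted p above 0.05, and one bright spot on the array of WT-BLM mouse 1, at 321 above the empty spots against 11.6 for its partner, stays open as a source.

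The normalization stays open for all 3. The lowest log2 fold changes over 3 other normalizations were 0.61 for miR-148b-3p, 0.54 for miR-6238 and 0.47 for miR-6937-5p, all under scaling to the 75th percentile and none of them with an unadjusted p under 0.05 there, where limma gave every miRNA named the same standard error, 0.45. Under cyclic loess and without normalization the values were 0.71 and 0.78 for miR-148b-3p and 0.65 and 0.71 for miR-6238, each with an unadjusted p under 0.05. For miR-6937-5p they were 0.63 and 0.64, with an unadjusted p under 0.05 under cyclic loess only. An effect of BLM, which the design names, stays open and untested beyond these comparisons.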

How the results depend on the processing

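Of 26 alternatives, 6 were chosen after the data had been seen: leaving out discordant spots, subtracting the empty spots, detection by a robust SD, array weights, the authors' values without an offset, and the methods' t-test with unequal variances. A slide or scan block was not run because the files give neither. Taking the median of the spots changes nothing with 2 spots per probe.

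No miRNA had an adjusted p under 0.05 in limma or in the methods' t-test under any alternative. At an unadjusted p under 0.05 there were 5 miRNAs and under 0.10 there were 12. Without a filter on dim probes these counts were 46 and 120, and with probes detected on all 6 arrays 1 and 5, since more or fewer probes were tested. With detection by a robust SD they were 12 and 27, and with array weights 14 and 25. Under cyclic loess 8 miRNAs had an unadjusted p under 0.05, and with discordant spots left out 2 had. The cause was not tested. Leaving out each mouse in turn gave counts that lay between 1 and 20 and between 9 and 38. The single mice that moved the first count by more than 1.5 times were untreated WT mouse 3 (20 without it), untreated WT mouse 1 (11), WT-BLM mouse 1 (3) and WT-BLM mouse 3 (1). The second count moved by more than 1.5 times without untreated WT mouse 3 (38, of which 19 were higher in WT-BLM lungs) and without untreated WT mouse 1 (20). Scaling to the 75th percentile moved the median log2 fold change of all 275 miRNAs from 0.04 to -0.11. Of the 10 miRNAs with an unadjusted p under 0.10 there, 4 were higher in WT-BLM lungs, against 12 of 12.

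No pairing is stated for mice with the same number in both groups. The correlations of their deviations from the group means were 0.16, 0.03 and 0.07. Between mice with different numbers they lay between -0.16 and 0.089. Values this small do not decide whether the numbers mark pairs. With the replicate block, limma gave 8 miRNAs with an unadjusted p under 0.05, and the let-7 family had an adjusted p of 0.029 with its median at 0.37. The methods' paired t-test gave 9 and 19 miRNAs under the 2 limits.

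The direction matched Table 1 for 7 of 8 miRNAs, for 13 of 14 without a filter and with a robust SD, and for 3 of 4 with probes detected on all 6 arrays. Over the omissions of single mice the number was 7 to 8. The log2 fold change of let-7a-5p, -0.21, reversed to 0.12 without normalization, to 0.33 on the authors' values with and without an offset, and to 0.18 with discordant spots left out. Over the omissions of single mice it lay between -0.50 and 0.27, and only the omission of WT-BLM mouse 1 reversed it. The 7 other Table 1 miRNAs tested kept their direction in every alternative that tested them. The size did move for miR-30e-5p, from -0.23 to -0.025 without normalization and to -0.15 without WT-BLM mouse 2. Other sizes moved too over the alternatives that kept every mouse. They lay between 0.19 and 0.49 for miR-199a-5p, 0.32 and 0.94 for miR-6538, and 0.58 and 0.85 for miR-146b-5p. For miR-34a-5p they lay between 0.44 and 0.74, for miR-19a-3p between -0.52 and -0.14, and for miR-503-5p between -0.69 and -0.24. The lowest value of miR-199a-5p came with discordant spots left out.

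The let-7 family had a higher median in WT-BLM lungs under every alternative, and its adjusted p, 0.084, ranged from 0.0039 to 0.44. Apart from the replicate block, it fell under 0.05 with scaling to the 75th percentile (median 0.34), on the authors' values (medians 0.35 with and 0.36 without an offset) and without WT-BLM mouse 1. Over the omissions of single mice the median lay between 0.25 and 0.45. Camera with an estimated correlation gave an adjusted p of 0.080 for the let-7 family. The median of the cluster of miR-322 and miR-503 reversed from -0.29 to 0.016 without a filter, where 13 members were tested, and to 0.25 with probes detected on all 6 arrays, which left 1 member. Each member added without a filter was detected on at most 1 array, so that the first reversal decides nothing about the cluster. With each mouse left out the median lay between -0.40 and -0.11.

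Of the 17 other miRNAs named, 10 changed sign somewhere, in 29 of 421 values, and none passed the threshold. Without normalization the reversed values were 0.27 for miR-30a-5p, 0.049 for miR-200c-3p, 0.11 for miR-30c-5p and 0.069 for miR-130a-3p. Those of miR-30a-5p were 0.10 under both the 75th percentile and cyclic loess, and 0.022 on the authors' values with and without an offset. On the authors' values miR-29b-3p stood at -0.13 in both forms. With discordant spots left out miR-29b-3p was -0.11 and miR-130a-3p 0.021. With array weights miR-29b-3p was -0.28, miR-200b-3p 0.048, miR-200c-3p 0.15 and miR-30a-5p 0.064. With each mouse left out, miR-21a-5p lay between -0.15 and 0.37, miR-29b-3p between -0.43 and 0.49, miR-155-5p between -0.012 and 0.32, miR-200c-3p between -0.27 and 0.19, miR-30a-5p between -0.17 and 0.11, miR-30b-5p between -0.83 and 0.11, miR-30c-5p between -0.26 and 0.063, and miR-322-5p between -0.037 and 0.46. The cause was not tested for any of these reversals. Signal over background limits detection most on the array of untreated WT mouse 3, where the median intensity of the 275 probes above the empty spots was 129, against 224 to 282 on the others, and where 132 probes were detected, or 215 by the robust SD. On the array of WT-BLM mouse 1 the low number of 176 detected probes goes with the SD of its empty spots, since the robust SD gave 676 there.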

Differences from the paper's values

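Table 1 prints log2 ratios of WT over WT-BLM. For let-7a-5p and miR-6538, where these are negative, both values are given here as WT-BLM over WT. A difference between log2 ratios is called closed where the signs are the same and the gap is within the SD between mice of that miRNA, and a difference between p values where they are within 1.5 times of each other. The SD is 0.60 for let-7a-5p, which allows a wide gap, and 0.17, 0.049 and 0.18 for miR-6538, miR-19a-3p and miR-503-5p. For let-7a-5p the paper's value is 0.33 and the value computed here is -0.21. Among the alternatives set before the data were examined, the authors' values with an offset (0.33), the lack of normalization (0.12) and the omission of WT-BLM mouse 1 (0.27) closed the difference by this measure, though a gap to the paper's value remains without normalization, and the others did not. It also closed with discordant spots left out (0.18) and on the authors' values without an offset (0.33), both chosen after seeing the values, and neither drops any of the 8 Table 1 miRNAs tested. For miR-6538 the paper's value is 0.95 and the value here 0.49, and no alternative set before the data were examined closed the difference. Subtracting the empty spots (0.91) and the authors' values without an offset (0.94) closed it, both chosen after seeing the values and dropping none of the 8.

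In the direction of Table 1, WT over WT-BLM, the paper's value for miR-19a-3p is 0.51 and the value here 0.18, and no alternative set before the data were examined closed the difference. The authors' values without an offset, chosen after seeing the values and dropping none of the 8, closed it, with a log2 fold change of WT-BLM over WT of -0.52. For miR-503-5p the paper's value is 0.68 and the value here 0.36. Scaling to the 75th percentile closed it (0.56), and the others set before the data were examined did not. Subtracting the empty spots and the authors' values without an offset also closed it, at -0.63 and -0.69 for WT-BLM over WT, both chosen after seeing the values and dropping none of the 8.

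The paper's unadjusted p for let-7a-5p is 0.0294 and limma's here is 0.62. The paper's p for miR-30e-5p is 0.0434 against 0.31 here. No alternative set before the data were examined closed either. On the authors' values without an offset, a source chosen after seeing the values, the paired form of the methods' t-test closed both, at 0.025 for let-7a-5p and 0.043 for miR-30e-5p, and the form with unequal variances closed the first, at 0.022. That source drops none of the 14 Table 1 miRNAs. The paper's p for miR-19a-3p is 0.0311 against 0.39 here, and of the alternatives set before the data were examined only the lack of a filter on dim probes closed it, at 0.036. The form of the methods' t-test with unequal variances on the authors' values without an offset, both chosen after seeing the values and dropping none of the 14, gave 0.024 and closed it too. The paper's p for miR-503-5p is 0.0639 against 0.15 here. The authors' values with an offset (0.065), the t-test without pairing (0.072) and the methods' paired t-test (0.067) closed it, and the others set before the data were examined did not. Detection by a robust SD (0.069) also closed it, was chosen after seeing the values and drops none of the 14 Table 1 miRNAs. The t-test with unequal variances on the authors' values without an offset (0.048), both chosen after seeing the values, closed it as well. The paper's p for miR-146b-5p is 0.0994 and here it is 0.029. It closed without untreated WT mouse 1 (0.087) and without WT-BLM mouse 1 (0.095) and under no other alternative set before the data were examined. The methods' t-test with unequal variances (0.074), chosen after seeing the values and dropping none of the 8, also closed it. On the authors' values without an offset, likewise chosen later, the forms with unequal variances (0.095) and without pairing (0.078) closed it. The paired form there (0.22) did not. The paper's p for miR-34a-5p is 0.0931 and here it is 0.040. It closed without untreated WT mouse 2 (0.11), untreated WT mouse 3 (0.068), WT-BLM mouse 1 (0.12) or WT-BLM mouse 3 (0.085), and under none of the others.

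On the authors' values without an offset, a source chosen after seeing the values, the methods' t-test gave an unadjusted p under 0.10 for all 14 Table 1 miRNAs in both unpaired forms and for 12 in the paired form. The form with unequal variances gave a p within 1.5 times the paper's for 11 of the 14, against 5 for the equal-variance form and 6 for the paired form.

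The paper's text cites Fig. 5A for a higher level of miR-503-5p after BLM. In the arrays analysed here its log2 fold change, WT-BLM over WT, was -0.36, and Table 1 also lists a lower mean for WT-Bleo than for WT. The paper also reports a higher level of miR-503-5p by qRT-PCR, so that the arrays and the qRT-PCR differ in direction. The cause of this difference was not tested.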

Other observations

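The tests of single arrays, spots, single mice, normalization and cluster members in this part, and the count of splits that gave as few miRNAs, were chosen after the results had been seen. The other counts over splits of the mice and the comparison of the let-7 family with random lists were not. The omissions of single mice and the other normalizations had themselves been set before the data were examined, and only their use as tests here came later.

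Fewer miRNAs differed than chance gives. Of the 10 splits of the mice, the real one included, 2 gave as few at an unadjusted p under 0.05 and 1, the real one, at an unadjusted p under 0.10, so that chance cannot be excluded for the low counts with 10 splits. All 10 gave at least as many as the real split at both limits. At an adjusted p under 0.05 every split gave 0, which decides nothing. A candidate explanation for the low count is spread added by the array of untreated WT mouse 3, which had the highest SD of empty spots and a limma array weight of 0.24, against 1.06 to 1.70 for the others. Without it 20 miRNAs had an unadjusted p under 0.05, more than without any other mouse, though still none after adjustment. That array may differ for a technical reason or because that mouse differed, and no biological explanation was tested.

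The lower value of let-7a-5p in WT-BLM lungs may come from one dim spot on the array of WT-BLM mouse 1. With discordant spots left out the log2 fold change was 0.18. Over the second spot of each array alone it was 0.24, the opposite of what a lower level after BLM would show, but 3 mice per group are too few to exclude a lower level. The authors' value for that array was 1.94 times the mean of both spots and 1.12 times the bright spot, where 10 other bright probes with close spots had 1.05 to 1.17 times their mean, which is consistent with a value that left the dim spot out.

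The let-7 family as a set was higher in WT-BLM lungs, with 10 of 11 members up. Its median of 0.37 stood at the 99.82th percentile of 10000 random lists of 11 miRNAs matched on mean intensity, whose median was -0.008, which argues against a trend with signal level as the whole cause. Only the real split of 10 gave a fry p as small, so that chance cannot be excluded with 10 splits. Hybridization between near-identical members stays open. The members that differ from let-7a-5p at 1 base had a median of 0.56, and the 11 probes are not independent measurements. A rise of the family after BLM is a hypothesis that stays open.

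The lower miR-503-5p in WT-BLM lungs kept its direction with each mouse left out, where the highest log2 fold change was -0.24. As the groups did not overlap, leaving out 1 mouse could hardly reverse the direction, so this decides nothing. Over 3 other normalizations the highest value was -0.39, so none of them reversed the direction. The probe was dim, detected on 4 of 6 arrays, and its unadjusted p in limma was 0.15. A lower level of the whole cluster of miR-322 and miR-503 stays open: the 4 other members detected had a median of -0.16, with 3 lower and 1 higher, and 2 of 10 splits gave a fry p for the cluster as small as the real one, so that chance cannot be excluded.

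None of the 12 miRNAs of the fixed list had an unadjusted p under 0.05 in limma. Of these, 6 were higher and 6 lower in WT-BLM lungs, between -0.42 for miR-30d-5p and 0.71 for miR-29c-3p, and adjusted over the list alone the lowest p was 0.90. Both end values move by more than 1.5 times with single mice left out. That of miR-29c-3p dropped to 0.33 without untreated WT mouse 1 and to 0.073 on the authors' values with an offset, while without untreated WT mouse 3 it was 0.94 with an unadjusted p under 0.05. That of miR-30d-5p moved to -0.097 without WT-BLM mouse 1 and to -0.25 without untreated WT mouse 3. The value of miR-200a-3p, 0.63, moved further, to 1.17 with an unadjusted p under 0.05 without untreated WT mouse 1, where it was the largest of the list, and to 0.11 without untreated WT mouse 3. The log2 fold change of miR-21a-5p was 0.14, and that of miR-130a-3p was -0.14 (standard error 0.28). With single mice left out they lay between -0.15 and 0.37 and between -0.40 and -0.0015.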
